A study of Mus musculus with 33 samples. Its data were reported in "The transcription factor ZEB2 drives formation of age-associated B cells" (2024).

How the data were processed

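Messenger RNA was sequenced from mouse splenic B cells in 33 libraries, in 11 groups of 3 libraries that belong to 5 experiments. Per the labels, reads were aligned to the mm10 genome with HISAT2 2.1.0, and the authors counted reads per gene. For the cytokine, conditional knockout and guide RNA experiments the authors deposited raw counts per gene, whole numbers made with HTSeq 0.11.2. For the overexpression experiment the deposited values are also raw counts; the table's header is that of featureCounts, which the labels list with no version. For the tofacitinib experiment the authors deposited expected counts, estimates that need not be whole (30.2 to 32.4% of values per library were not). The paper names HTSeq for all bulk libraries, which gives whole numbers, so the tool behind these values is not known. The authors' mean signals (counts divided by DESeq2 size factors), log2 fold changes and p-values from DESeq2 1.24.0 were used only for the number of genes the authors called.

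The tables held 55401 gene identifiers in the cytokine, conditional knockout and overexpression experiments, 55487 in the guide RNA experiment and 17279 in the tofacitinib experiment, of which 55141, 55394 and 17252 were matched to a gene of the GRCm38 annotation. The tofacitinib table was numbered in order of its p-values, and 49 leading ranks had no row. Of 7155 protein-coding genes with at least 20 CPM (counts scaled to a common library total) in the cytokine experiment, 21 had no row in that table, among them Cd74, Stat5a, Vim, Cd86, Cd79b, Ms4a1, Fcer2a, Sell and Fcrl5, so these genes were not analysed there and its gene counts are lower bounds. The expected counts were rounded to whole numbers before fitting.

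Samples were grouped by their labels, and all 33 libraries were used. Pairs within a group were checked against counting noise: over the 33 pairs, the chi-square per gene ran from 2.27 to 25.1. A library split in parts would give 1, so no library was a copy of another in its group. Libraries of different groups were not compared in this way. Replicate numbers did not pair the libraries of different groups, and no batch or date is given.

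Each comparison was fitted with edgeR 4.0.16 in R 4.3.3, with TMM scaling, genes kept by filterByExpr on the groups, and the quasi-likelihood test (robust fitting off). Unless another test is named, an adjusted p is that of edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested, and genes past 0.05 were called. The 9 guide RNA libraries were fitted together, with 3 contrasts, and each of the other experiments was fitted alone with 6 libraries, which gave 7 comparisons. CPM values use TMM-scaled totals.

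The text names genes by a rule. It takes Zeb2 and Tbx21 in every comparison, Cd19 in the conditional knockout, and Itgax, Itgam, Itgb2, Nkg7, Zbtb32, Fcer2a, Mef2b and S1pr2, which the study names. It adds the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change that had a mean of at least 5 CPM in the higher group and all 3 libraries of one group above all 3 of the other, without immunoglobulin and T cell receptor segments, predicted genes and pseudogenes. From each list described it adds up to 4 members, the called ones with the largest change, or the 2 with the highest CPM where fewer than 2 were called. For a gene with no count in a whole group the fold is given as a lower bound against a floor of 3 counts over the group; with 1 to 3 counts the ratio of CPM is given with its exact 95% Clopper-Pearson counting interval. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Genes with near-identical copies (the Gbp, Tgtp, haemoglobin, Sprr2 and immunoglobulin constant families) may share reads, and the labels do not say whether reads were assigned by strand.

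A total of 28 gene lists of 3 to 31 genes were tested with camera of limma 3.58.1, two-sided, on log2 CPM with a prior count of 3 and an inter-gene correlation preset at 0.01, adjusted by Benjamini-Hochberg over the lists of a comparison. The lists hold genes named as high or low in age-associated B cells (ABCs), transcription factors of the study's screen, germinal centre and plasma cell genes, immunoglobulin heavy chain constant genes, targets of IFN-γ, of type I interferon and of IL-21, the JAK-STAT pathway, phagocytosis and Fc receptors, adhesion and migration, cytotoxic granules, cytokines, immediate early genes, TLR, CD40 and NF-κB, MHC class II presentation, the cell cycle, cholesterol synthesis, p53 targets and B cell identity. Further lists hold markers of T, NK, myeloid, dendritic and erythroid cells and mitochondrially encoded mRNAs. The camera test was repeated with the correlation estimated from the data, and fry was run beside it. Genes that changed at least 2-fold between ABC and control culture formed an ABC-up set and an ABC-down set, tested in the same way in the other comparisons.

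Shared calls of 8 pairs of comparisons were compared with the number expected from the set sizes by a one-sided Fisher's exact test, adjusted over 32 tests. Because sg-Zeb2 and sg-Tbx21 were compared with the same controls, 20 simulated pairs of unchanged groups against those controls gave the similarity that shared controls alone produce. The alternatives were DESeq2 size factors, DESeq2 1.42.0, no filter on low counts, replicate number as a block, immunoglobulin genes left out, fits of the 2 groups compared alone, an estimated correlation, other thresholds for shared calls, and each library left out in turn. The comparisons, lists, naming rule and these alternatives were chosen before the data were examined.

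The pipeline was tested on simulated data with the depth and spread of each experiment and 200 changed genes. At 2-fold edgeR recovered 76.1% (knockout) to 95.5% (sg-Zeb2) of changed genes, and at 1.5-fold at least 52.2%. Unchanged genes exceeded 0.05 of calls (up to 16 of 168, overexpression), except in the cytokine (7 of 187) and knockout (6 of 158) experiments. In all 7 comparisons camera called a shifted list, also with an estimated correlation, and 0 of 27 unshifted lists. The simulation set no gene correlation (up to 0.831 in real lists), so it does not test the preset 0.01. Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.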

Results

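RNA sequencing measured gene expression in 33 libraries of mouse splenic B cells, 3 in each of 11 groups. Age-associated B cells (ABCs) are an effector B cell type that carries the transcription factor T-bet and the integrin CD11c. In the cytokine experiment, cells were cultured for 3 days with R848 (a TLR7 ligand), anti-CD40 and anti-IgM (control culture), or with IL-21 and IFN-γ added (ABC culture). In the guide RNA experiment, B cells of Cas9 mice in ABC culture carried retroviral guides against Zeb2 (sg-Zeb2), against Tbx21, which encodes T-bet (sg-Tbx21), or a control guide (sg-NC), and were sorted for CD19 and the reporters. Further experiments compared B cells of Zeb2 conditional knockout (CKO) and WT mice, B cells with a retroviral Zeb2 vector and an empty vector, and B cells with tofacitinib, an inhibitor of Janus kinases (JAKs), and mock treatment. The WT samples stand under column names of CD19 in the deposited table, and the study describes Cd19-cre mice as its controls, so whether these WT mice carried Cd19-cre is not known.

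Total counts per library ran from 14126064 to 17428221 in the cytokine experiment, 16415996 to 21952816 in the guide RNA experiment and 13375358 to 17818138 in the CKO experiment. They ran from 53722508 to 69076838 in the overexpression experiment and 12394857 to 17737937 in the tofacitinib experiment. Between 19313 and 21387 genes were detected per library, except in the tofacitinib table, which holds fewer genes and had 16140 to 16379. The labels do not say whether the 3 replicates of a group came from separate animals or cultures, so all p-values measure the spread between these libraries, which may be technical. Levels are CPM (mean ± SD of 3 libraries) and changes are log2 fold changes ± SE. Positions are on GRCm38. Zeb2 lies on chromosome 2 (44983632 to 45117395, minus strand) and Tbx21 on chromosome 11 (97098071 to 97115331, minus strand).

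**Figure D1:**
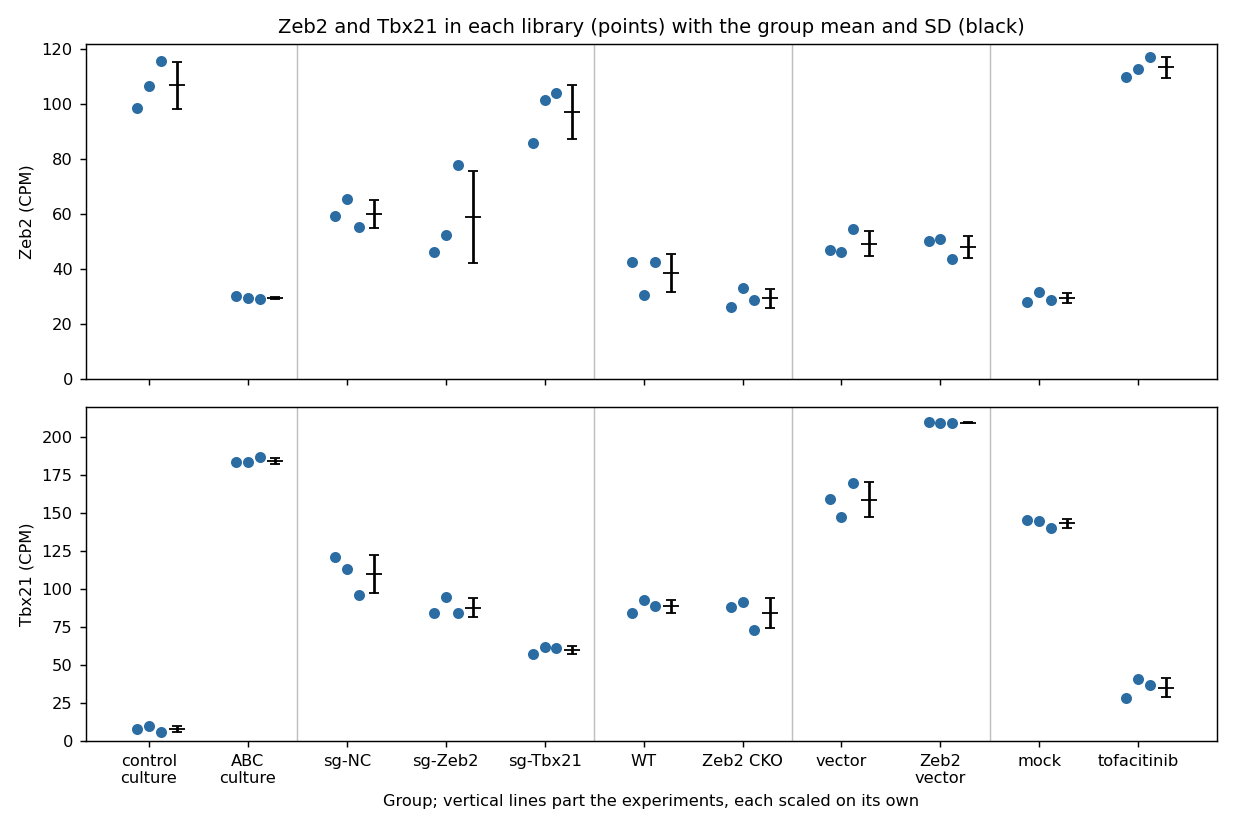
Levels of Zeb2 and Tbx21 (CPM) in each of the 33 libraries, by group, with points for libraries and lines for the mean ± SD of 3. Zeb2 averaged 29.5 CPM in ABC culture and 107 CPM in control culture, and Tbx21 averaged 185 and 8.03 CPM.

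The comparison of ABC culture with control culture asks what IL-21 and IFN-γ add to the other stimuli. Cells in ABC culture held far more mRNA for T-bet, the cytotoxic granule gene Nkg7 and the antibody classes IgG2c and IgG3, and less for IgG1 and IgE. Tbx21 rose by 4.51 ± 0.10, from 8.03 ± 1.98 to 185 ± 1.97 CPM (edgeR adjusted p = 6.67e-18). Nkg7, which encodes a membrane protein of cytotoxic granules, rose by 9.03 ± 0.18, from 0.28 ± 0.25 to 150 ± 12.1 CPM. Zeb2 fell by 1.86 ± 0.07, from 107 ± 8.60 to 29.5 ± 0.47 CPM (edgeR adjusted p = 1.87e-14). Fcer2a, encoding the low-affinity IgE receptor CD23 of follicular B cells (chromosome 8, 3681737 to 3694175), fell by 6.69 ± 0.13, from 119 ± 13.2 to 1.14 ± 0.18 CPM.

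Of 14087 genes tested, 5408 were higher and 5284 lower in ABC culture, and 2625 and 2037 of these changed at least 2-fold. Itgax, encoding CD11c (chromosome 7, 128129547 to 128150657), rose by 1.41 ± 0.20, Itgb2, encoding the integrin partner of CD11c, by 0.79 ± 0.05, and Zbtb32, a transcriptional repressor, by 3.00 ± 0.10. S1pr2, a receptor that confines germinal centre B cells, fell by 1.54 ± 0.17. Mef2b, a germinal centre transcription factor, differed by 0.20 ± 0.10 (edgeR adjusted p = 0.0726). Itgam, encoding CD11b, was below the filter on low counts. The chemokine receptor gene Ccr1 rose by 8.07 ± 0.25 and the cytokine gene Il24 by 8.91 ± 0.26. Genes with no count in 1 of the groups included Cpne5 and the activating receptor gene Klrk1, at least 189-fold and 75.3-fold higher in ABC culture. The serotonin receptor gene Htr7 (chromosome 19, 35958734 to 36057507), Lad1, the sodium channel gene Scn3a, the lipoprotein lipase gene Lpl and the proteoglycan gene Lum were at least 1580, 1110, 389, 254 and 225-fold lower.

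Of 16 tested genes named as high in ABCs, 14 rose and 2 fell (also 14 and 2 adjusted over the list alone). The study named some of them from these samples, so the count is not independent evidence. Cxcr3, encoding a receptor for interferon-induced chemokines, rose by 5.19 ± 0.18 and its ligand gene Cxcl10 by 5.08 ± 0.39. The list as a whole was higher (camera adjusted p = 0.00102, and adjusted p = 0.341 with an estimated correlation). Genes named as low in ABCs did not fall together: 7 of 10 rose and 3 fell, with the same counts adjusted over the list alone. The complement receptor gene Cr2 rose by 4.51 ± 0.12, Sell, encoding L-selectin, by 3.73 ± 0.19, and the lymph node homing receptor gene Ccr7 by 3.21 ± 0.08. Among the screened transcription factors, 8 of 12 named as high in ABCs rose, such as Jun (3.08 ± 0.06) and Sox5 (2.58 ± 0.12), and 3 fell. Of the 3 named as low, 2 rose, Ets1 by 2.25 ± 0.06 and the DNA glycosylase gene Mbd4 by 1.83 ± 0.11. For both screen lists the counts were the same adjusted over the list alone.

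IFN-γ targets rose as a group (camera adjusted p = 6.43e-07, and adjusted p = 0.341 with an estimated correlation). Of 26, 23 were higher and 2 lower, the same adjusted over the list alone. The GTPase genes Gbp6 and Iigp1 were 380-fold (67.7 to 15000) and 359-fold (64.1 to 14200) higher, and Tgtp1 rose by 7.01 ± 0.26. Of 10 type I interferon targets 6 rose, such as the ubiquitin-like modifier gene Isg15 (3.31 ± 0.39) and Stat2 (2.28 ± 0.06). The list also had 2 that fell, including Oas1a (-1.93 ± 0.19). IL-21 targets included 6 of 10 that rose, among them Il10 (5.46 ± 0.24), encoding an anti-inflammatory cytokine, the feedback inhibitor gene Socs3 (2.55 ± 0.06) and the plasma cell factor gene Prdm1 (1.87 ± 0.09), and 2 that fell (6 and 3 adjusted over the list alone). Of 31 JAK-STAT genes 17 rose and 9 fell (17 and 10 adjusted over the list alone), with Il10ra at 2.47 ± 0.09 and Stat1 at 2.22 ± 0.07. Cytokine genes rose in 8 of 13 cases and fell in 3. Ccl5 was 81.9-fold higher (22.3 to 682), while the costimulatory ligand gene Tnfsf4 fell by 5.86 ± 0.20 and Ccl22 by 5.29 ± 0.08. Of 5 cytotoxic genes 4 rose, including the protease gene Ctsw (5.11 ± 0.13) and the perforin gene Prf1 (3.80 ± 0.15).

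Among 8 immunoglobulin constant genes 4 rose and 4 fell. Ighg2c (chromosome 12, 113285325 to 113288932) rose by 5.64 ± 0.14 and Ighg3 by 5.15 ± 0.11, whereas Ighg1 fell by 4.46 ± 0.08 and Ighe by 4.21 ± 0.22. Germinal centre genes fell in 8 of 11 cases, such as Mef2c (-2.79 ± 0.06) and Efnb1 (-1.77 ± 0.27), while 2 rose, including Plxnb2 (2.54 ± 0.07). Plasma cell genes split, with 4 of 14 higher and 8 lower. The higher ones included Derl3 (2.45 ± 0.13) of endoplasmic reticulum protein disposal, and the lower ones Sdc1 (-2.38 ± 0.09), encoding the plasma cell surface marker CD138. The TLR, CD40 and NF-κB genes fell as a group (camera adjusted p = 0.0238, and adjusted p = 0.341 with an estimated correlation). Of 18, 12 were lower and 3 higher, and the lower included the receptor genes Tlr7 (-5.70 ± 0.09) and Tlr9 (-3.35 ± 0.15) and Nfkb1 (-2.75 ± 0.05). Targets of p53 rose in 10 of 13 cases (camera adjusted p = 0.00459, and adjusted p = 0.341 with an estimated correlation), led by the cell cycle inhibitor gene Cdkn1a (3.26 ± 0.10) and the pro-apoptotic gene Bbc3 (3.01 ± 0.11). Counts for these 5 lists were the same adjusted over the list alone.

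In the remaining lists, cell cycle genes were higher in 4 and lower in 13 of 20 (5 and 13 adjusted over the list alone). The G1 cyclin genes Ccne1 (-1.74 ± 0.07) and Ccnd2 (-1.04 ± 0.05) were lower and the mitotic kinase gene Aurkb (1.02 ± 0.05) higher. The other counts did not differ adjusted over the list alone. Cholesterol synthesis genes were higher in 6 and lower in 10 of 19, such as Idi1 (-1.84 ± 0.06). Phagocytosis genes were higher in 8 and lower in 5 of 19, such as the kinase gene Syk (2.54 ± 0.05) and the apoptotic cell receptor gene Axl (-2.27 ± 0.27), and adhesion genes were higher in 11 and lower in 9 of 22, such as Ccr6 (3.39 ± 0.10) and S1pr3 (-4.17 ± 0.19). Immediate early genes were higher in 6 and lower in 6 of 14, such as Egr3 (2.81 ± 0.08) and Egr2 (-1.82 ± 0.07). MHC class II genes were higher in 5 and lower in 5 of 13, such as the costimulator gene Cd86 (3.02 ± 0.07) and the class II activator gene Ciita (-1.99 ± 0.09), and B cell identity genes were higher in 7 and lower in 4 of 12, such as Cd72 (2.40 ± 0.12).

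Mitochondrially encoded mRNAs fell in 11 of 11 cases, such as mt-Nd2 (-2.77 ± 0.06), with a camera adjusted p = 0.00102, and adjusted p = 0.341 with an estimated correlation. They made up 1.48 to 1.53% of counts in ABC culture and 2.92 to 3.24% in control culture. Markers of other cell types moved in both directions. T cell markers rose in 4 of 5 cases, such as Cd3g (50-fold, 8.60 to 2010) and Cd2 (2.72 ± 0.13), while Thy1 fell by 6.4 ± 0.13, and the rise of Trac ended without ABC replicate 1. The NK marker Klrk1 and the erythroid marker Hbb-bt (at least 16.7-fold) rose. The macrophage marker Adgre1 was 33.8-fold lower (11.2 to 167), Flt3 rose by 3.67 ± 0.08 and Zbtb46 fell by 1.45 ± 0.12. Of 26 lists tested, camera called 5, each also in all 6 fits that leave out 1 library and none with an estimated correlation.

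**Figure D2:**
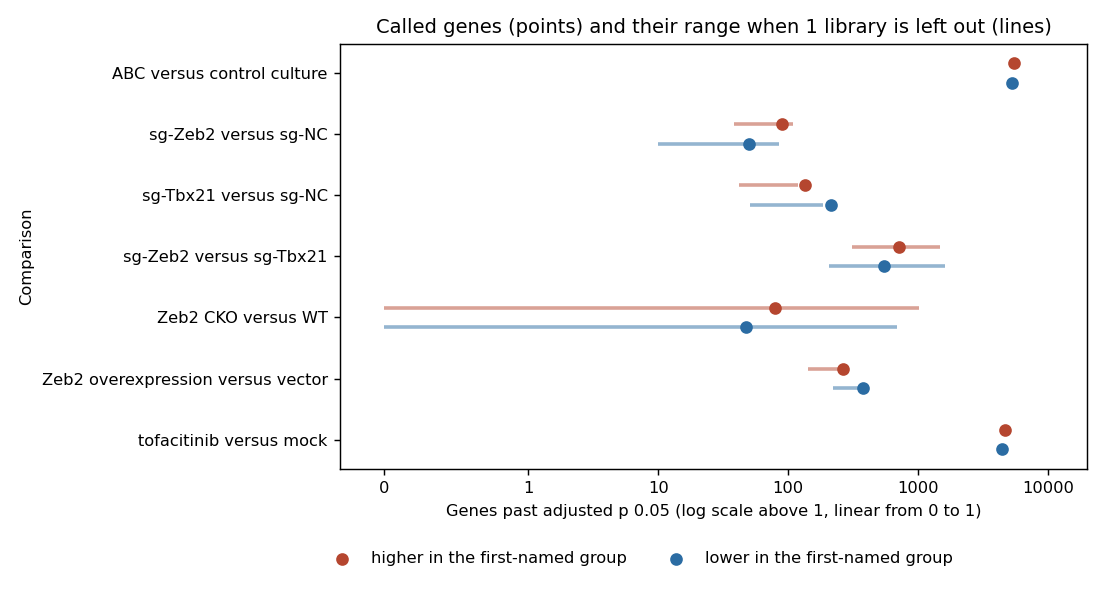
Number of genes called by edgeR as higher or lower in each of the 7 comparisons (points, on an axis that is logarithmic above small counts), with lines for the range over fits that leave out 1 library. The range for the CKO comparison runs from 0 to 1012 genes higher and from 0 to 690 lower, with 79 and 47 called with all libraries.

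The comparison of sg-Zeb2 with sg-NC asks which genes depend on Zeb2 in cells under ABC conditions. Cells with the Zeb2 guide held more mRNA for the follicular B cell gene Fcer2a and less for the phagocyte kinase gene Hck and the cytokine receptor gene Il7r. Fcer2a rose by 3.23 ± 0.29, from 0.80 ± 0.31 to 7.51 ± 2.18 CPM (edgeR adjusted p = 0.000163). Cobl, an actin nucleator gene (chromosome 11, 12236608 to 12464960), rose by 1.85 ± 0.15, from 3.46 ± 0.55 to 12.5 ± 0.86 CPM. Hck (chromosome 2, 153108468 to 153151441) fell by 1.27 ± 0.13, from 33.8 ± 4.70 to 14.0 ± 2.13 CPM, and Il7r (chromosome 15, 9505788 to 9530176) fell by 1.31 ± 0.17, from 7.51 ± 0.72 to 3.02 ± 0.25 CPM.

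Of 14284 genes, 90 rose and 50 fell, and 29 and 14 of these changed at least 2-fold. Pglyrp1, encoding a protein that binds bacterial peptidoglycan, rose by 1.81 ± 0.18, Snn by 1.60 ± 0.21, and the membrane repair gene Myof by 1.42 ± 0.27. The cornified envelope gene Sprr2g fell by 1.95 ± 0.20, the aquaporin gene Aqp9 by 1.5 ± 0.20, and the chemokine gene Cxcl10 by 1.16 ± 0.18. Zeb2 itself did not differ (-0.03 ± 0.16, edgeR adjusted p = 0.983), with 46.2, 52.3 and 78.0 CPM in the sg-Zeb2 libraries and 59.1, 65.6 and 55.4 CPM in sg-NC. Small insertions and deletions made by Cas9 leave the mRNA countable, so this value does not check the guide. Tbx21 differed by -0.33 (edgeR adjusted p = 0.12) and Itgax by -1.02 ± 0.22 (edgeR adjusted p = 0.0529). Itgam (-0.80 ± 0.29), Mef2b (0.24 ± 0.09), Zbtb32 (-0.12 ± 0.06), Nkg7 (0.09 ± 0.18), S1pr2 (0.09 ± 0.13) and Itgb2 (0.00 ± 0.06) did not pass the test.

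Immunoglobulin constant genes were higher as a group (camera adjusted p = 0.000324, and adjusted p = 0.170 with an estimated correlation). Of 8, 2 rose (3 adjusted over the list alone), Igha by 0.65 ± 0.10 and Ighg3 by 0.45 ± 0.10. In the cholesterol synthesis list (camera adjusted p = 0.000414, and adjusted p = 0.515 with an estimated correlation) edgeR called 0 of 19 genes. As many, 0, were called adjusted over the list alone and with DESeq2, and 4 were higher at an unadjusted p under 0.05. Genes named as high in ABCs were lower as a group (camera adjusted p = 0.00144, and adjusted p = 0.170 with an estimated correlation). Of 17 tested, though, 2 rose, the Fc receptor-like gene Fcrla by 1.34 ± 0.11 and Cxcr3 by 0.80 ± 0.13, and 1 fell, Cxcl10 (2 and 8 adjusted over the list alone). This list includes genes the study named from these samples, so the count is not independent evidence. Germinal centre genes were higher (camera adjusted p = 0.0423, and adjusted p = 0.284 with an estimated correlation), where 1 of 12 rose, the coactivator gene Pou2af1 (0.44 ± 0.07), also 1 adjusted over the list alone. Plasma cell genes were higher (camera adjusted p = 0.0443, and adjusted p = 0.581 with an estimated correlation). Of 14 plasma cell genes edgeR called 0, with 3 higher at an unadjusted p under 0.05, 2 adjusted over the list alone and 1 with DESeq2.

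MHC class II genes were higher with sg-Zeb2 (camera adjusted p = 0.0190, and adjusted p = 0.285 with an estimated correlation), with 1 of 13 rising and 4 adjusted over the list alone. Adhesion genes were lower (camera adjusted p = 0.0227, and adjusted p = 0.285 with an estimated correlation). Of 23, the chemokine receptor genes Ccr6 (0.32 ± 0.06) and Cxcr3 rose, and the lipid receptor gene S1pr3 (-1.80 ± 0.34) and the hyaluronan receptor gene Cd44 (-0.32 ± 0.07) fell (2 and 6 adjusted over the list alone). Cytokine genes were lower (camera adjusted p = 0.0362, and adjusted p = 0.284 with an estimated correlation). Among 13, 2 fell, Cxcl10 and Ccl22 (-0.73 ± 0.12), with 1 higher and 3 lower adjusted over the list alone. Targets of p53 were lower (camera adjusted p = 0.0227, and adjusted p = 0.285 with an estimated correlation). Of 14 p53 targets edgeR called 0, with 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 with DESeq2. Mitochondrial mRNAs were lower (camera adjusted p = 0.0227, and adjusted p = 0.515 with an estimated correlation), with 1 of 12 falling and 3 adjusted over the list alone. Outside these lists, Ets1 rose by 0.28 ± 0.06, the T cell kinase gene Lck by 0.80 ± 0.13, and Il10ra fell by 0.48 ± 0.08. The calls of Ets1 and Cd44 were lost with replicate number as a block (edgeR adjusted p = 0.0638 and 0.0557) and in 5 of 6 fits that leave out 1 library. Those of Ets1, Cd44, S1pr3, Ccr6, Ighg3 and Myof were lost when the 2 groups were fitted alone, and that of Ighg3 in all 6 fits that leave out 1 library.

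Single libraries moved the sg-Zeb2 counts. Leaving out sg-Zeb2 replicate 2 gave 38 genes higher and 10 lower, and leaving out replicate 3 gave 109 and 85. The other 4 fits gave 45 to 72 and 13 to 39. Of the 22 named genes called, 11 were called in all 6 of these fits, namely Aqp9, Cobl, Cxcl10, Fcer2a, Fcrla, Hck, Igha, Il7r, Pglyrp1, Snn and Sprr2g. Each of the 6 libraries ended at least 1 of the other calls. Of the 10 list calls, those of ABC markers, immunoglobulin constant genes and cholesterol synthesis held in all 6 fits, and each library ended at least 1 of the other 7, with camera adjusted p = 0.0542 to 0.540.

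The comparison of sg-Tbx21 with sg-NC asks which genes depend on T-bet in the same culture. Cells with the Tbx21 guide held less mRNA for IgG2c, for Cxcr3 and for the cytotoxic granule gene Nkg7, and more Zeb2 mRNA. Tbx21 itself fell by 0.87 ± 0.09, from 110 ± 12.6 to 60.2 ± 2.51 CPM (edgeR adjusted p = 0.00022). Ighg2c fell by 1.96 ± 0.07, from 213 ± 7.13 to 54.7 ± 3.04 CPM (edgeR adjusted p = 6.93e-09). Cxcr3 (chromosome X, 101731535 to 101734269) fell by 2.04 ± 0.15, from 11.5 ± 0.84 to 2.79 ± 0.60 CPM, and Nkg7 by 2.05 ± 0.21, from 7.70 ± 0.76 to 1.87 ± 0.38 CPM. Zeb2 rose by 0.70 ± 0.15, from 60.0 ± 5.15 to 97.2 ± 9.77 CPM (edgeR adjusted p = 0.0323).

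A total of 135 genes rose and 213 fell, of which 43 and 35 changed at least 2-fold. The cytokine receptor gene Lifr (chromosome 15, 7090614 to 7197489) rose by 2.40 ± 0.28, Olfm1 by 1.94 ± 0.14, Sirpa, encoding the receptor for CD47, by 1.75 ± 0.14, Shisa3 by 1.51 ± 0.13 and the scaffold gene Shank1 by 1.40 ± 0.16. The IL-12 receptor gene Il12rb2 fell by 1.70 ± 0.14, the adenylate kinase gene Ak4 by 1.60 ± 0.18 and Zbtb32 by 0.30 ± 0.06. Itgax (-0.63 ± 0.22), Fcer2a (0.04 ± 0.36), Mef2b (-0.23 ± 0.09), S1pr2 (0.25 ± 0.13), Itgam (0.20 ± 0.26) and Itgb2 (-0.02 ± 0.06) did not pass the test.

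Cytotoxic genes fell as a group (camera adjusted p = 0.00197, and adjusted p = 0.140 with an estimated correlation), through Nkg7 and Ctsw (-1.31 ± 0.13) among 5 tested, also 2 adjusted over the list alone. JAK-STAT genes were lower (camera adjusted p = 0.0221, and adjusted p = 0.426 with an estimated correlation). Of 31, 4 fell, Il7r (-0.96 ± 0.16), Il10ra (-0.55 ± 0.08), Socs2 (-0.47 ± 0.06) and Stat4 (-0.46 ± 0.08), and 1 rose (2 higher and 8 lower adjusted over the list alone). Cell cycle genes were lower (camera adjusted p = 4.49e-06, and adjusted p = 0.426 with an estimated correlation), with 1 of 20 falling and 10 adjusted over the list alone. Genes named as high in ABCs were lower (camera adjusted p = 0.0123, and adjusted p = 0.191 with an estimated correlation). Of 17 tested, 3 rose and 5 fell (3 and 8 adjusted over the list alone), a count that is not independent evidence. Of 8 immunoglobulin constant genes, Ighg2b rose by 0.30 ± 0.06, while Ighg2c and Ighe (-2.06 ± 0.36) fell, and 3 rose and 3 fell adjusted over the list alone. The cytokine genes Tnfsf4 (1.22 ± 0.15) rose and Cxcl10 (-1.47 ± 0.18) fell. Migration receptor genes Ccr7 (-0.52 ± 0.12) and Ccr6 (-0.32 ± 0.06) fell, as did the integrin gene Itgb3 (-0.46 ± 0.08), while Hck (0.60 ± 0.12) and the oxidase gene Cybb (0.32 ± 0.07) rose.

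Over the 6 fits that leave out 1 library the counts ran from 42 to 118 higher and 51 to 185 lower, lowest without sg-Tbx21 replicate 3. Of 28 named genes called, 16 were called in all 6 fits, and each library ended at least 1 of the others. The rise of Zeb2 ended without sg-Tbx21 replicate 2 or 3 and without any of the 3 sg-NC libraries. The JAK-STAT list was lost without sg-NC replicate 1 (camera adjusted p = 0.129).

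The direct comparison of sg-Zeb2 with sg-Tbx21 tests whether the 2 ablations differ. Cells with the Zeb2 guide held more Cxcr3, Nkg7, Ighg2c and Fcer2a mRNA and less Sirpa, Lifr and Hck mRNA than cells with the Tbx21 guide. Cxcr3 was higher by 2.84 ± 0.15 (20 ± 1.39 and 2.79 ± 0.60 CPM, edgeR adjusted p = 5.55e-07). Higher in the same cells were Pglyrp1 by 3.00 ± 0.20, Fcer2a by 3.19 ± 0.28, Nkg7 by 2.14 ± 0.21 and Ighg2c by 2.11 ± 0.07. Sirpa differed by -2.63 ± 0.16 (1.61 ± 0.08 and 10 ± 0.66 CPM, edgeR adjusted p = 1.51e-06), Lifr by -2.36 ± 0.28, Olfm1 by -2.28 ± 0.14, Hck by -1.87 ± 0.12 and the adaptor gene Sh2d6 by -1.81 ± 0.22. Zeb2 was lower by -0.72 ± 0.15 and Tbx21 higher by 0.54 ± 0.09 in the sg-Zeb2 cells. Mef2b (0.47 ± 0.09) also differed, and in no alternative was its call lost. Itgam (-1.0 ± 0.28) was called, but its call was lost in 5 of 6 fits that leave out 1 library. It was also lost with no filter on low counts, DESeq2, replicate number as a block and the 2 groups fitted alone (adjusted p = 0.0508 to 0.0759). Itgax (-0.39 ± 0.23), Itgb2 (0.02 ± 0.06), Zbtb32 (0.18 ± 0.06) and S1pr2 (-0.16 ± 0.13) did not pass the test.

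In all, 713 genes were higher and 541 lower with sg-Zeb2 than with sg-Tbx21, and 131 and 119 of these differed at least 2-fold. MHC class II genes were higher (camera adjusted p = 0.00166, and adjusted p = 0.206 with an estimated correlation) in 6 of 13 cases (8 higher and 1 lower adjusted over the list alone), such as H2-Oa (0.85 ± 0.15) and H2-DMb2 (0.43 ± 0.08). Immunoglobulin constant genes were higher (camera adjusted p = 0.00788, and adjusted p = 0.206 with an estimated correlation) in 4 of 8 cases (5 higher and 2 lower adjusted over the list alone), such as Ighe (2.35 ± 0.35) and Ighg3 (0.76 ± 0.10). B cell identity genes were higher (camera adjusted p = 0.0125, and adjusted p = 0.206 with an estimated correlation) in 4 of 12 cases, also 4 adjusted over the list alone, such as Ms4a1 (1.16 ± 0.09), which encodes CD20. Cytotoxic genes were higher (camera adjusted p = 0.0143, and adjusted p = 0.206 with an estimated correlation), with 2 of 5 higher, such as Ctsw (1.72 ± 0.13), and Srgn lower by -0.28 ± 0.08 (3 and 1 adjusted over the list alone). Cell cycle genes were higher (camera adjusted p = 0.00303, and adjusted p = 0.578 with an estimated correlation) in 5 of 20 cases, such as the replication helicase gene Mcm6 (0.43 ± 0.08), and 8 adjusted over the list alone. Cholesterol synthesis genes were higher (camera adjusted p = 0.00166, and adjusted p = 0.584 with an estimated correlation) in 6 of 19 cases, such as the regulator gene Srebf2 (0.45 ± 0.08), and 7 adjusted over the list alone. Targets of p53 were lower (camera adjusted p = 0.0438, and adjusted p = 0.401 with an estimated correlation) in 2 of 14 cases, such as Pmaip1 (-0.53 ± 0.11), and 4 adjusted over the list alone. Mitochondrial mRNAs were lower (camera adjusted p = 0.0190, and adjusted p = 0.537 with an estimated correlation) in 1 of 12 cases and 3 adjusted over the list alone.

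Also higher were Fcrla (1.59 ± 0.11), the surface receptor gene Slamf7 (0.97 ± 0.10), Lck (0.94 ± 0.13) and Stat4 (0.59 ± 0.08). Lower ones were S1pr3 (-2.16 ± 0.33), Tnfsf4 (-1.61 ± 0.15), Tlr9 (-0.77 ± 0.10) and the germinal centre repressor gene Bcl6 (-0.54 ± 0.09). Without sg-Zeb2 replicate 3 the counts were 1468 higher and 1597 lower, and in the other 5 fits 308 to 613 and 206 to 476. Of 69 named genes called, 43 were called in all 6 fits, and each library ended at least 1 of the others. The difference in Zeb2 ended without sg-Zeb2 replicate 2 or sg-Tbx21 replicate 2. Of the list calls, the immunoglobulin list was lost without sg-Zeb2 replicate 3 (camera adjusted p = 0.0608). The p53 list was lost without sg-Zeb2 replicate 1 or 2 or sg-Tbx21 replicate 1 or 2 (camera adjusted p = 0.0536 to 0.0751), and the mitochondrial list without sg-Zeb2 replicate 1 or sg-Tbx21 replicate 2 (camera adjusted p = 0.0536 to 0.119).

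The comparison of Zeb2 CKO with WT cells asks the same as sg-Zeb2 with a deletion made in the mouse. CKO cells held less Itgax and Nkg7 mRNA and more Fcer2a and Epcam mRNA than WT cells. Itgax fell by 2.22 ± 0.32, from 13.5 ± 1.53 to 2.92 ± 1.72 CPM (edgeR adjusted p = 0.0180), and Nkg7 by 0.98 ± 0.12, from 132 ± 7.39 to 67.1 ± 11.7 CPM. Epcam, an adhesion molecule gene (chromosome 17, 87635979 to 87651129), rose by 1.74 ± 0.16, from 22.2 ± 2.86 to 74.2 ± 17.1 CPM (edgeR adjusted p = 0.00607), and Fcer2a by 2.06 ± 0.30, from 1.16 ± 0.14 to 4.87 ± 1.53 CPM.

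Of 14369 genes, 79 rose and 47 fell, and 24 and 8 of these changed at least 2-fold. The phospholipase gene Pla1a rose by 2.13 ± 0.37, the secreted DNase gene Dnase1l3 by 1.86 ± 0.22, the ATP-gated channel gene P2rx3 by 1.74 ± 0.26 and Pigr, encoding the receptor that transports polymeric antibody, by 1.73 ± 0.20. Tsc22d1 fell by 1.5 ± 0.23, the RNA editing gene Adarb1 by 1.13 ± 0.22, Rgs2, a regulator of G protein signals, by 1.03 ± 0.15 and the phosphatase gene Ubash3b by 1.02 ± 0.18. Zeb2 did not pass the test (-0.40 ± 0.14, edgeR adjusted p = 0.227), with 26.2, 33.0 and 28.6 CPM in CKO and 42.7, 30.4 and 42.6 CPM in WT. A count over the whole gene does not show the loss of an exon, so this value does not check the deletion. Tbx21 (-0.07 ± 0.10), Cd19 (0.42 ± 0.12), Mef2b (0.83 ± 0.18), S1pr2 (0.73 ± 0.29), Itgb2 (-0.20 ± 0.07) and Zbtb32 (-0.08 ± 0.11) did not pass, and Itgam was below the filter on low counts. The Cd19 value depends on whether WT mice carried Cd19-cre, which disrupts Cd19.

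Cholesterol synthesis genes were lower as a group (camera adjusted p = 1.4e-10, and adjusted p = 0.557 with an estimated correlation). Of 19, 2 fell, Hmgcs1 (-0.68 ± 0.13) and Sqle (-0.46 ± 0.08), and 15 adjusted over the list alone. Immunoglobulin constant genes were higher (camera adjusted p = 0.000479, and adjusted p = 0.557 with an estimated correlation). Of 8, 2 rose, Ighd (0.86 ± 0.17) and Ighg3 (0.48 ± 0.08), and 7 adjusted over the list alone. Immunoglobulin genes took 0.685 and 0.736% of counts in CKO replicates 1 and 2 but 0.381% in replicate 3 (95% Wilson interval 0.377 to 0.384), within the WT range of 0.346 to 0.444%. MHC class II genes were higher (camera adjusted p = 3.34e-05, and adjusted p = 0.557 with an estimated correlation). Of 13 MHC genes edgeR called 0, with 10 higher at an unadjusted p under 0.05, 9 adjusted over the list alone and 4 with DESeq2. TLR, CD40 and NF-κB genes were higher (camera adjusted p = 0.0180, and adjusted p = 0.557 with an estimated correlation). Of these 18 edgeR called 0, with 8 higher at an unadjusted p under 0.05, 7 adjusted over the list alone and 3 with DESeq2. Cell cycle genes were lower (camera adjusted p = 0.00146, and adjusted p = 0.557 with an estimated correlation). Of 20 cell cycle genes edgeR called 0, with 9 lower at an unadjusted p under 0.05, 5 adjusted over the list alone and 3 with DESeq2. Immediate early genes were lower (camera adjusted p = 0.0180, and adjusted p = 0.557 with an estimated correlation), with 1 of 14 falling and 2 adjusted over the list alone. Of 2 dendritic cell markers Flt3 rose by 0.75 ± 0.14, and both were higher adjusted over the list alone (camera adjusted p = 0.0385, and adjusted p = 0.557 with an estimated correlation). Further called genes were Ccr6 (1.03 ± 0.17), Il6ra (0.96 ± 0.16), the antibody gene mutator Aicda (0.79 ± 0.12), Stat4 (0.62 ± 0.11), Pou2af1 (0.52 ± 0.10), Cxcr4 (-0.81 ± 0.14) and S1pr1 (-0.47 ± 0.09). With replicate number as a block the calls of Ighd and S1pr1 were lost (edgeR adjusted p = 0.0531 and 0.0527).

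The CKO calls rested on single libraries. Genes higher and lower numbered 1012 and 690 without CKO replicate 3, 2 and 0 without CKO 1, 21 and 13 without CKO 2, 5 and 0 without WT 1 and 6 and 8 without WT 2. Without WT replicate 3 edgeR called 0 genes in either direction, with 1559 at an unadjusted p under 0.05, while DESeq2 on all 6 libraries called 314 higher and 163 lower. No named gene was called in all 6 fits. The call of Epcam ended without WT replicate 3, that of Pigr without CKO replicate 1 or WT replicate 3, that of Fcer2a without any library but CKO replicate 3, that of Itgax without any but CKO replicates 2 and 3, and that of Nkg7 without CKO replicate 1 or WT replicate 1 or 3. Among the lists, immediate early genes were lost without CKO replicate 2 or WT replicate 2 or 3 (camera adjusted p = 0.0649 to 0.11). TLR, CD40 and NF-κB genes were lost without CKO replicate 1 or 2 or WT replicate 3 (camera adjusted p = 0.0535 to 0.125), and dendritic cell markers without CKO replicate 1 or 2 or WT replicate 2 or 3 (camera adjusted p = 0.0535 to 0.112).

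The comparison of the Zeb2 vector with the empty vector asks what added Zeb2 does in ABC culture. Cells with the Zeb2 vector held less mRNA for CD20, for the antibody joining chain, for IgA and for the germinal centre factor Mef2b, and more Tbx21 mRNA. Ms4a1 (chromosome 19, 11249675 to 11266241) fell by 2.32 ± 0.09, from 107 ± 6.87 to 21.4 ± 3.14 CPM (edgeR adjusted p = 1.35e-08). Jchain (chromosome 5, 88519809 to 88527891) fell by 2.35 ± 0.16, from 154 ± 9.66 to 30.2 ± 9.13 CPM. Mef2b (chromosome 8, 70139711 to 70167488) fell by 1.57 ± 0.06, from 273 ± 13.5 to 92.1 ± 3.33 CPM (edgeR adjusted p = 6.38e-09). Tbx21 rose by 0.40 ± 0.06, from 159 ± 11.3 to 209 ± 0.43 CPM (edgeR adjusted p = 0.00128).

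Of 15364 genes, 262 rose and 379 fell, of which 33 and 97 changed at least 2-fold. Sprr2g rose by 1.98 ± 0.18, Dthd1 by 1.91 ± 0.14, the ubiquitin-like modifier gene Ubd by 1.84 ± 0.20, the chemokine gene Ccl5 by 1.70 ± 0.17 and the trypsin gene Try5 by 1.66 ± 0.22. Igha fell by 2.06 ± 0.09, the phosphatase gene Ptpn5 by 1.76 ± 0.16 and Dnase1l3 by 1.67 ± 0.19. Zeb2 counts did not differ (-0.03 ± 0.08, 95% interval -0.19 to 0.13, edgeR adjusted p = 0.894), at 48.1 ± 4.03 CPM with the Zeb2 vector and 49.2 ± 4.53 CPM with the empty vector. Itgax (-0.01 ± 0.14), Nkg7 (0.02 ± 0.10), Fcer2a (-0.79 ± 0.75), Itgb2 (0.24 ± 0.07), Itgam (0.66 ± 0.32), Zbtb32 (0.03 ± 0.05) and S1pr2 (-0.14 ± 0.11) did not pass the test.

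Plasma cell genes fell as a group (camera adjusted p = 6.52e-05, and adjusted p = 0.247 with an estimated correlation). Of 14, 7 were lower and 9 adjusted over the list alone, including the master regulator gene Prdm1 (-0.88 ± 0.09) and the costimulatory receptor gene Cd28 (-0.84 ± 0.15). MHC class II genes fell (camera adjusted p = 0.00101, and adjusted p = 0.247 with an estimated correlation). Of 13, 9 were lower, such as H2-Oa (-0.83 ± 0.13), H2-DMb2 (-0.64 ± 0.06) and H2-Aa (-0.63 ± 0.08), and 2 higher, the same adjusted over the list alone. Germinal centre genes fell (camera adjusted p = 0.00530, and adjusted p = 0.247 with an estimated correlation), with 4 of 12 lower, also 4 adjusted over the list alone, including Pou2af1 (-0.50 ± 0.05) and Spib (-0.44 ± 0.06). Immunoglobulin constant genes were lower (camera adjusted p = 0.0340, and adjusted p = 0.298 with an estimated correlation). Of 8, 4 fell, such as Ighg1 (-0.71 ± 0.07), and 2 rose, such as Ighg2b (0.63 ± 0.09), the same adjusted over the list alone. Screened transcription factors named as low in ABCs were lower (camera adjusted p = 0.0241, and adjusted p = 0.247 with an estimated correlation) through Ets1 (-0.32 ± 0.05) and Fli1 (-0.24 ± 0.06), 2 of 3, also 2 adjusted over the list alone. Mitochondrial mRNAs were lower (camera adjusted p = 0.00908, and adjusted p = 0.350 with an estimated correlation) in 3 of 13 cases, such as mt-Nd1 (-0.32 ± 0.06), and 5 adjusted over the list alone.

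IFN-γ targets were higher with the Zeb2 vector (camera adjusted p = 6.52e-05, and adjusted p = 0.352 with an estimated correlation). Of 26, 8 rose, such as Iigp1 (0.87 ± 0.14) and Gbp2 (0.57 ± 0.05), and 2 fell, including Ciita (-0.61 ± 0.12), with 16 and 2 adjusted over the list alone. Type I interferon targets were higher (camera adjusted p = 0.0466, and adjusted p = 0.247 with an estimated correlation) in 4 of 15 cases, also 4 adjusted over the list alone, such as Oas1a (0.65 ± 0.10). Cytokine genes were higher (camera adjusted p = 0.0340, and adjusted p = 0.247 with an estimated correlation). Of 14, 8 rose, such as Tnf (0.71 ± 0.13), and 2 fell, including the lymphotoxin gene Ltb (-1.33 ± 0.14), with 8 and 4 adjusted over the list alone. TLR, CD40 and NF-κB genes were higher (camera adjusted p = 0.00339, and adjusted p = 0.298 with an estimated correlation) in 3 of 18 cases, also 3 adjusted over the list alone, such as Cd40 (0.34 ± 0.06). Cell cycle genes were higher (camera adjusted p = 0.00965, and adjusted p = 0.412 with an estimated correlation) in 1 of 20 cases, Ccnd2 (0.43 ± 0.05), and 8 adjusted over the list alone. Genes named as high in ABCs were called higher (camera adjusted p = 0.0466, and adjusted p = 0.247 with an estimated correlation). Their mean change was 0.005, and fry gave a lower direction (fry adjusted p = 0.425). Of 17, 5 rose and 2 fell, Fcrla (-1.66 ± 0.08) and Cxcr3 (-1.16 ± 0.05), with 7 and 2 adjusted over the list alone. This count is not independent evidence. Among JAK-STAT genes, Il7r rose by 0.72 ± 0.13 and the feedback inhibitor genes Socs3 (-1.39 ± 0.10), Socs1 (-0.55 ± 0.09) and Cish (-0.55 ± 0.09) fell.

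Over the 6 fits that leave out 1 library the counts ran from 143 to 285 higher and 221 to 350 lower, lowest without empty vector replicate 1. Of 70 named genes called, 52 were called in all 6 fits, including Tbx21, Mef2b, Ms4a1, Jchain and Prdm1, and each library ended at least 1 of the others, such as Fli1, which was lost in all 6 and, like Ccl22, with replicate number as a block. The list calls for plasma cell, MHC class II, germinal centre, IFN-γ target and TLR, CD40 and NF-κB genes held in all 6 fits, and each library ended at least 1 of the other 7 (camera adjusted p = 0.0505 to 0.144).

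**Figure D3:**
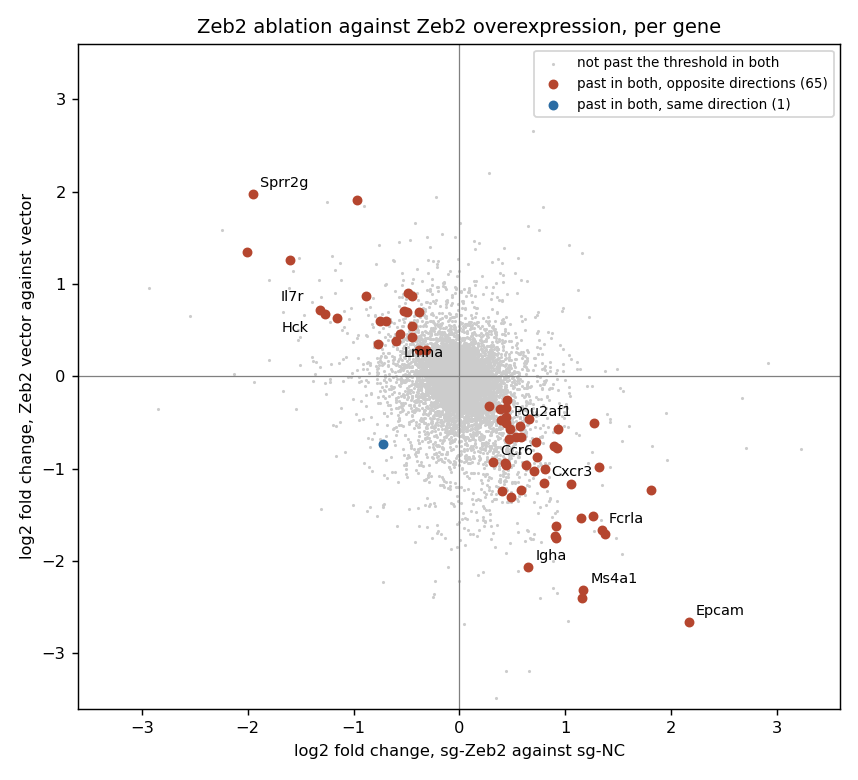
Change with sg-Zeb2 against sg-NC (horizontal axis, log2 fold change) and with the Zeb2 vector against the empty vector (vertical axis, log2 fold change), with 1 point for each of 13286 genes in both fits. Of the genes called in both, 65 moved in opposite directions and 1 in the same direction.

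Overlaps of the called genes test whether the Zeb2 experiments moved the same genes. Genes higher with sg-Zeb2 were higher in CKO cells and lower with the Zeb2 vector more than the set sizes give. For sg-Zeb2 and CKO, 16 of the 85 genes higher with the guide were higher in both, against 0.510 expected (Fisher's exact test, adjusted p = 3.46e-19), including Fcer2a, Epcam, Pigr, Pou2af1, Ccr6 and Ighg3. In turn 3 were lower in both, against 0.143 expected (Fisher's adjusted p = 0.00103), namely Ahnak, Lmna and Lgals1, named after their values were seen. For sg-Zeb2 and the Zeb2 vector, 43 of the 82 genes higher with the guide were lower with the vector, against 2.24 expected (Fisher's adjusted p = 2.29e-44), including Fcrla, Cxcr3, Igha, Lck and Ets1. The reverse, lower and higher, held for 22, against 0.911 expected (Fisher's adjusted p = 1.86e-24), including Sprr2g, Il7r, Hck, Cxcl10 and Cd44. The single gene that fell in both was Ccl22. Between CKO and the Zeb2 vector, 22 genes were higher and lower, against 2.07 expected (Fisher's adjusted p = 3.11e-16), including Dnase1l3, Aicda and Stat4, while 14 were lower and higher, against 0.841 expected (Fisher's adjusted p = 2.44e-13), including Ubash3b and Cxcr4. Without WT replicate 3 edgeR called 0 CKO genes, so 0 were shared in every overlap with CKO. The overlaps of sg-Zeb2 and the vector passed in all 12 fits that leave out 1 library. Those of genes higher in CKO passed in the other 11 of their 12, with as few as 1 shared gene. The call was lost in 8 for genes lower with sg-Zeb2 and CKO and in 4 for those lower in CKO and higher with the vector. Across genes Pearson's r of log2 fold changes was 0.210 for sg-Zeb2 and CKO (Spearman's rho 0.0860), -0.259 for sg-Zeb2 and the vector (rho -0.185) and -0.256 for CKO and the vector (rho -0.208).

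Genes called with sg-Zeb2 and with sg-Tbx21 overlapped in several directions. Higher with sg-Zeb2 and lower with sg-Tbx21 were 12 genes, against 1.34 expected (Fisher's exact test, adjusted p = 3.5e-08), such as Pglyrp1 and Cxcr3, while lower and higher were 4, against 0.473 expected (Fisher's adjusted p = 0.00288), namely Hck, Sirpa, Gab2 and Grn. Higher with both were 7, against 0.851 expected (Fisher's adjusted p = 7.96e-05), and lower with both were 3, Il7r, Cxcl10 and Il10ra, against 0.746 expected (Fisher's adjusted p = 0.0819). Of 9 fits that leave out 1 library, the call was lost in 2 for higher with both and in 5 for lower and higher, and gained in 7 for lower with both. Both used the same sg-NC libraries, which alone make the changes resemble each other: in 20 simulated pairs of unchanged groups Pearson's r across genes averaged 0.496 (0.468 to 0.530) and the covariance 0.0242 (0.0226 to 0.0260), against an observed r of 0.214 and covariance of 0.0203, a difference in covariance of -0.00394. The sign was the same for 66.8% of genes in the simulation and 52.9% in the data.

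Tofacitinib was compared with mock treatment to ask which genes depend on JAK signalling in ABC culture. Treated cells held less Tbx21, Itgax and Nkg7 mRNA and more Zeb2 and Prdm1 mRNA. Tbx21 fell by 2.03 ± 0.10, from 143 ± 2.98 to 35.3 ± 6.33 CPM (edgeR adjusted p = 2.39e-10). Itgax fell by 3.10 ± 0.29, from 7.54 ± 1.63 to 0.90 ± 0.38 CPM. Zeb2 rose by 1.94 ± 0.07, from 29.5 ± 1.79 to 113 ± 3.70 CPM (edgeR adjusted p = 9.07e-12). Prdm1 (chromosome 10, 44437177 to 44528501) rose by 3.11 ± 0.07, from 21.5 ± 1.99 to 186 ± 3.96 CPM. Socs2, a feedback inhibitor gene of JAK signalling, fell by 6.17 ± 0.13, from 79.5 ± 4.88 to 1.10 ± 0.30 CPM.

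Of 13354 genes tested, 4675 were higher and 4439 lower, and 1832 and 1427 of these changed at least 2-fold. Both are lower bounds. The scavenger receptor gene Cd36 (chromosome 5, 17781690 to 17888801) was 3090-fold higher (1060 to 15000), and Nkg7 was 1620-fold lower (290 to 64000). Genes with no count in 1 of the groups were Tmed6, Cdhr2, the crystallin gene Crybb1 and the tight junction gene Cldn2, at least 1030, 879, 639 and 351-fold higher. In the other direction, Cxcl11, Il21, Il27 and Il24, which encode a chemokine and cytokines, were at least 92.2, 78.4, 76.2 and 73.7-fold lower. Itgam rose by 1.85 ± 0.16 and S1pr2 by 0.90 ± 0.20. Zbtb32 fell by 1.48 ± 0.06 and Itgb2 by 0.18 ± 0.05, and Mef2b did not pass the test (-0.01 ± 0.10). Fcer2a had no row in the table.

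Cell cycle genes fell in 19 of 20 cases, also 19 adjusted over the list alone (camera adjusted p = 4.28e-07, and adjusted p = 0.201 with an estimated correlation), such as Bub1 (-1.67 ± 0.08) and Ccna2 (-1.58 ± 0.05). Targets of p53 fell in 12 of 13 cases and 1 rose, the same adjusted over the list alone (camera adjusted p = 0.000112, and adjusted p = 0.201 with an estimated correlation), such as Cdkn1a (-3.51 ± 0.08) and Phlda3 (-2.73 ± 0.14). Cytotoxic genes fell in 4 of 4 cases, also 4 adjusted over the list alone (camera adjusted p = 0.01, and adjusted p = 0.223 with an estimated correlation), such as Ctsw (-4.61 ± 0.24) and Prf1 (-1.23 ± 0.14). MHC class II genes rose in 9 of 10 cases and 1 fell, Cd80 (-2.72 ± 0.13), the same adjusted over the list alone (camera adjusted p = 0.000922, and adjusted p = 0.330 with an estimated correlation), with H2-Aa at 2.18 ± 0.06. B cell identity genes rose in 9 of 10 cases, also 9 adjusted over the list alone (camera adjusted p = 0.00225, and adjusted p = 0.201 with an estimated correlation), such as Cd79a (2.41 ± 0.07) and Cd19 (1.49 ± 0.05). Plasma cell genes rose in 9 of 12 cases and fell in 2, the same adjusted over the list alone (camera adjusted p = 0.0112, and adjusted p = 0.223 with an estimated correlation), including the secretory pathway genes Fkbp11 (2.53 ± 0.28) and Xbp1 (2.03 ± 0.05).

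Type I interferon targets rose with tofacitinib in 10 of 13 cases and 1 fell (10 and 2 adjusted over the list alone, camera adjusted p = 0.0112, and adjusted p = 0.223 with an estimated correlation), such as Ifit3 (6.22 ± 0.44) and Oasl2 (5.38 ± 0.33). IFN-γ targets rose in 18 of 25 cases and fell in 5, the same adjusted over the list alone (camera adjusted p = 0.0112, and adjusted p = 0.387 with an estimated correlation), with Ciita at 1.92 ± 0.06 and Cxcl10 at -4.56 ± 0.17. Adhesion genes rose in 16 of 21 cases and fell in 4, the same adjusted over the list alone (camera adjusted p = 0.00463, and adjusted p = 0.330 with an estimated correlation), such as the integrin gene Itgb7 (5.82 ± 0.10) and the egress receptor gene S1pr1 (2.47 ± 0.09). Phagocytosis genes rose in 14 of 21 cases and fell in 6, the same adjusted over the list alone (camera adjusted p = 0.0275, and adjusted p = 0.311 with an estimated correlation), with Hck at 1.95 ± 0.10. JAK-STAT genes split, with 14 of 30 higher and 12 lower (14 and 13 adjusted over the list alone). The feedback genes Cish (-3.50 ± 0.12) and Socs3 (-2.01 ± 0.08) and the receptor gene Il2rb (-3.0 ± 0.08) were among the lower. Genes named as high in ABCs rose in 6 and fell in 8 of 15 cases, the same adjusted over the list alone, a count that is not independent evidence. Ighg2b rose by 1.68 ± 0.05 while Ighg1 fell by 2.80 ± 0.07 and Ighg2c by 1.34 ± 0.05.

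Mitochondrial mRNAs rose in 13 of 13 cases, also 13 adjusted over the list alone (camera adjusted p = 0.000275, and adjusted p = 0.311 with an estimated correlation), such as mt-Cytb (1.79 ± 0.07). They made up 3.01 to 3.12% of counts in treated and 1.90 to 2.21% in mock libraries. Markers of other cell types moved in both directions. The macrophage marker Adgre1 was higher by 4.52 ± 0.23, the monocyte marker Ly6c2 127-fold higher (22.3 to 5060) and the dendritic cell marker Ccr9 higher by 8.71 ± 0.25, while Thy1 was at least 15.7-fold lower and Klrk1 fell by 3.71 ± 0.44. Of 106 named genes called, 103 were called in all 6 fits that leave out 1 library. The calls of the erythroid genes Hba-a1, Hbb-bs and Klf1 (1.33 ± 0.47, 1.30 ± 0.50 and -1.19 ± 0.44) were each lost in 3 of the 6 and with DESeq2.

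**Figure D4:**
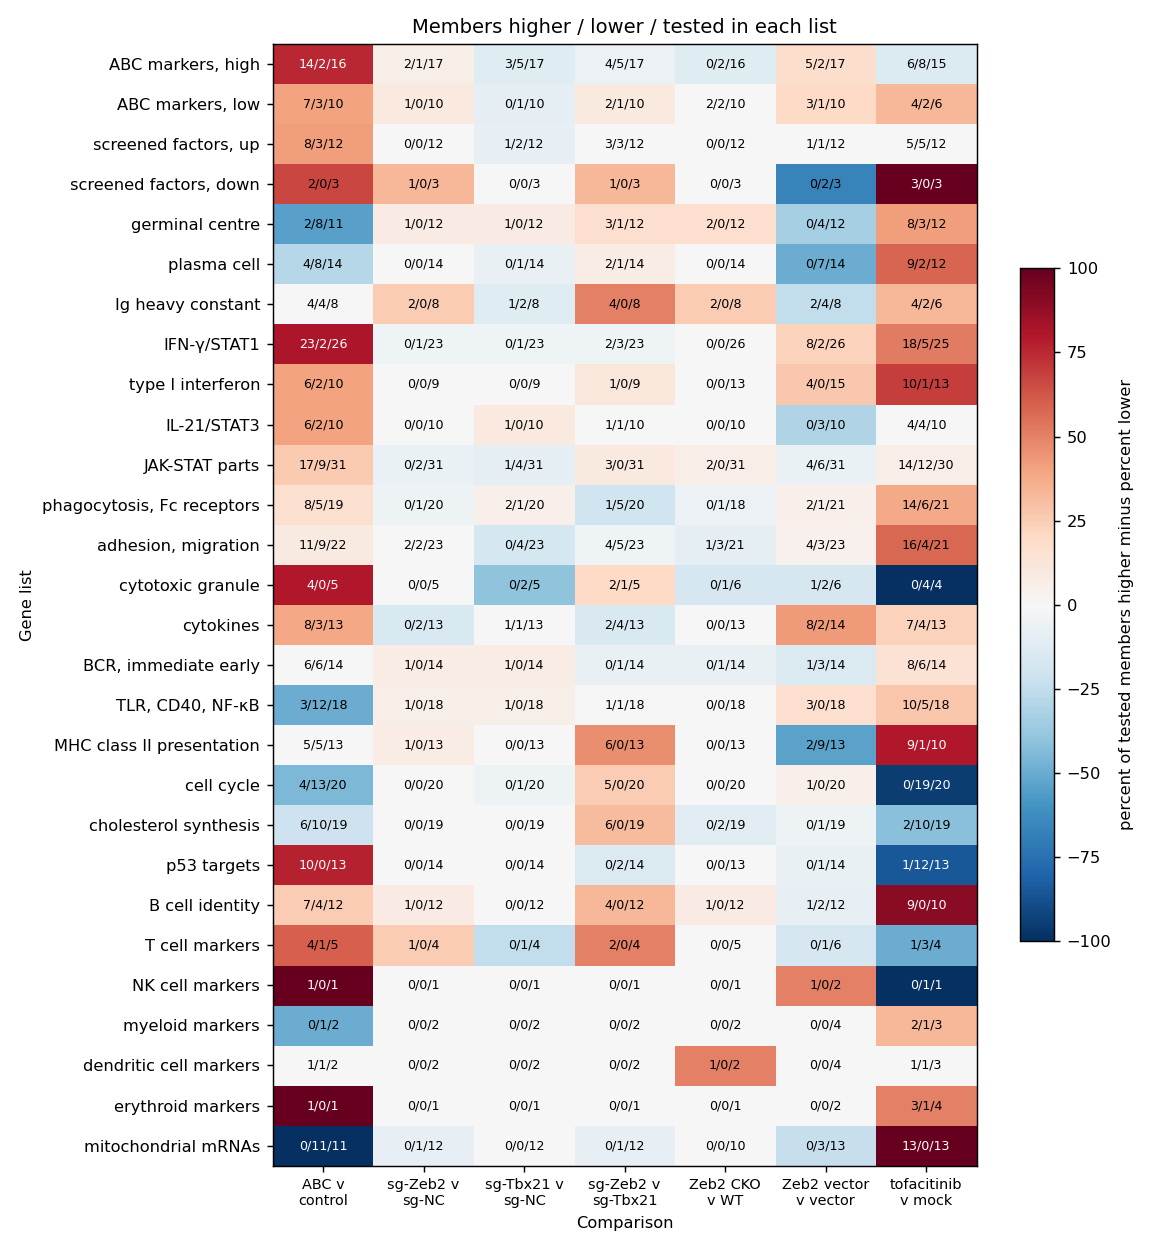
Heatmap of gene lists (vertical axis) in the 7 comparisons (horizontal axis), where each cell gives members called higher, called lower and tested, and colour is the percentage higher minus the percentage lower. Cell cycle genes were lower in 19 of 20 cases with tofacitinib and 13 of 20 in ABC culture.

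The tofacitinib experiment was set beside the others, again with genes not independent. Genes lower with tofacitinib and higher in ABC culture numbered 1942, against 1730 expected (Fisher's exact test, adjusted p = 1.09e-15). Higher and lower were 1663, against 1570 expected (Fisher's adjusted p = 0.000342), with Pearson's r across genes of -0.272 (rho -0.119). With sg-Zeb2, 40 genes were higher in both, against 26.3 expected (Fisher's adjusted p = 0.00217), and 18 lower in both, against 13.5 expected (Fisher's adjusted p = 0.173), with r of 0.116 (rho 0.0310). With CKO, 28 genes were lower in both, against 15.8 expected (Fisher's adjusted p = 0.00057), and 31 higher in both, against 25.1 expected (Fisher's adjusted p = 0.173), with r of 0.243 (rho 0.239). The sg-Zeb2 call was lost without sg-NC replicate 1 or 2, and the CKO call without any CKO or WT library but CKO replicate 3. Of genes called with sg-Zeb2, 63 were higher with the guide and higher in ABC culture, against 33.7 expected (Fisher's adjusted p = 7.5e-10). Lower with the guide and higher in ABC culture were 22, against 17.4 expected (Fisher's adjusted p = 0.188), and lower in both 18, against 17 expected (Fisher's adjusted p = 0.696), with r of 0.0940 (rho 0.0720).

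The ABC-up and ABC-down sets of 2625 and 2037 genes hold the genes that changed at least 2-fold in ABC culture. With sg-Tbx21 the ABC-up set was lower (camera adjusted p = 0.000773, and adjusted p = 0.191 with an estimated correlation), with a median change of -0.06. The ABC-down set was higher (camera adjusted p = 1.59e-05, and adjusted p = 0.105 with an estimated correlation). Between sg-Zeb2 and sg-Tbx21 the ABC-up set was higher in sg-Zeb2 cells (camera adjusted p = 8.17e-05, and adjusted p = 0.206 with an estimated correlation) and the ABC-down set lower (camera adjusted p = 8.17e-05, and adjusted p = 0.147 with an estimated correlation). Neither set passed the test with sg-Zeb2 (camera adjusted p = 0.0627 and 0.489), in CKO cells (camera adjusted p = 0.0731 and 0.103), with the Zeb2 vector (camera adjusted p = 0.0971 for both) or with tofacitinib (camera adjusted p = 0.0544 and 0.102). The ABC-up set passed as higher with sg-Zeb2 without sg-Zeb2 replicate 1 (camera adjusted p = 0.0141) and as higher in CKO cells without CKO replicate 3 or WT replicate 1 (camera adjusted p = 0.00535 and 0.0156). It passed as lower with tofacitinib without treated replicate 1, 2 or 3 or mock replicate 3 (camera adjusted p = 0.0277 to 0.0475). The ABC-down set passed as lower in CKO cells without CKO replicate 2 (camera adjusted p = 0.0464).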

Values the study reported

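The study screened 16 transcription factors regulated alike in ABCs of both species, of which 13 were higher and 3 lower. It named 33 genes as candidate direct targets of ZEB2 in ABCs, of which 22 were repressed and 11 activated, and placed ZEB2 binding at 6733 accessible sites annotated to 4338 genes.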

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

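The test of whether the sg-Zeb2 and CKO effects differ was added after the comparisons themselves had been run. It was an interaction term in edgeR's quasi-likelihood model over both experiments, with Benjamini-Hochberg adjustment over 15430 genes, and 41 genes differed, 18 with a larger and 23 with a smaller value for sg-Zeb2. The experiment and the way Zeb2 was lost cannot be told apart, since each way was used in 1 experiment. The 9 genes of these that the naming rule takes are given as the sg-Zeb2 effect minus the CKO effect in log2 units ± SE.

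The chemokine genes Ccl22 and Cxcl10 differed by -1.52 ± 0.25 (edgeR adjusted p = 0.0205) and -1.61 ± 0.28 (edgeR adjusted p = 0.0241), with effects of -0.73 and -1.16 for sg-Zeb2 and 0.81 and 0.47 in CKO cells. Dnase1l3 differed by -1.65 ± 0.31 (edgeR adjusted p = 0.0377, effects 0.19 and 1.86), P2rx3 by -1.95 ± 0.23 (edgeR adjusted p = 0.00247, effects -0.23 and 1.74) and Pla1a by -2.03 ± 0.39 (edgeR adjusted p = 0.0408, effects 0.09 and 2.13). The Fc receptor-like gene Fcrla differed by 1.12 ± 0.15 (edgeR adjusted p = 0.00549, effects 1.34 and 0.24), Pglyrp1 by 1.40 ± 0.26 (edgeR adjusted p = 0.0377, effects 1.81 and 0.42) and Snn by 1.26 ± 0.20 (edgeR adjusted p = 0.0151, effects 1.60 and 0.36). Nkg7 differed by 1.09 ± 0.21 (edgeR adjusted p = 0.0412), with an effect of 0.09 for sg-Zeb2 and -0.98 in CKO cells. In 12 fits that leave out 1 library, 9 to 548 genes differed, with 12 without WT replicate 3. Fcrla and P2rx3 kept the call in all 12, and Snn lost it in 2, Ccl22 in 3, Cxcl10 in 5, Dnase1l3 in 8 and Nkg7, Pglyrp1 and Pla1a in 9 each.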

How the results depend on the processing

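The thinning of the CKO libraries and the overlaps and sg-Zeb2 and CKO difference test without 1 library were chosen after seeing the data, and the other alternatives were planned. No gene, list, set or difference reversed its direction under an alternative and kept a call. Counts and overlaps cannot reverse. The difference test was run with libraries left out only, and 64 of 120 of its values stayed, 45 lost a call and 11 counts moved. Of 6755 comparisons of a named gene with an alternative, 6303 stayed the same. Calls were gained in 61 and lost in 391, 355 of them without 1 library. For gene lists 1687 of 1843 stayed, 136 lost a call, 57 of them with an estimated correlation and 68 without 1 library, and 20 gained one. For the ABC sets 106 of 120 stayed, and for overlaps 409 of 468. Of 162 alternative gene counts, 97 were within 1.5 times the main count and 65 moved further, 45 without 1 library. The counts for ABC culture and tofacitinib stayed within 1.5 times under every alternative run, and thinning every CKO library to the lowest total gave 73 genes higher and 43 lower. The cause of the changes below was not tested, beyond the fewer samples of fits that leave out a library. DESeq2 size factors in place of TMM kept every gene count within 1.5 times and every named gene call.

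Without a filter on low counts, genes higher and lower numbered 282 and 185 for sg-Zeb2, 538 and 507 for sg-Tbx21, 628 and 315 for CKO and 584 and 642 for the Zeb2 vector, and 1064 were lower with sg-Zeb2 than with sg-Tbx21. With DESeq2 they numbered 172 and 94, 229 and 328, 314 and 163, and 498 and 592 for the same 4 comparisons. Fits of the 2 groups alone gave 28 genes lower with sg-Zeb2 and 214 higher with sg-Tbx21, and replicate number as a block gave 157 higher with the Zeb2 vector. Leaving out 1 library gave 38 to 109 genes higher and 10 to 85 lower for sg-Zeb2, 42 to 118 and 51 to 185 for sg-Tbx21, 308 to 1468 and 206 to 1597 between them, 0 to 1012 and 0 to 690 for CKO (with edgeR; DESeq2 was run with all libraries only), and 143 to 285 and 221 to 350 for the Zeb2 vector.

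With an estimated correlation the camera adjusted p of the ABC-up and ABC-down sets was 0.191 and 0.105 for sg-Tbx21 and 0.206 and 0.147 between the guides, so these calls were lost. Calls were gained for the ABC-up set as higher with sg-Zeb2 when immunoglobulin genes were left out (camera adjusted p = 0.0440) and as lower with tofacitinib in the block fit (camera adjusted p = 0.0447). Over fits without 1 library the camera adjusted p of the ABC-up set ran from 0.0141 to 0.487 for sg-Zeb2, 0.00535 to 0.428 for CKO and 0.0277 to 0.0674 for tofacitinib, and that of the ABC-down set from 0.0464 to 0.421 for CKO.

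With genes at an adjusted p under 0.10 and with DESeq2 calls, genes lower with sg-Zeb2 and lower with tofacitinib numbered 41 and 42, genes higher in CKO and with tofacitinib 111 and 162, genes lower with sg-Zeb2 and higher in ABC culture 44 and 45, and genes lower with both guides 9 and 9, each now more than expected. With genes changed at least 2-fold, overlaps gained a call for CKO with tofacitinib, higher in both (7) and higher and lower (9), and for tofacitinib with ABC culture, higher in both (295). At that threshold a call was lost for CKO and tofacitinib, lower in both (3), and for the sets with 0 shared genes left, namely sg-Zeb2 and CKO lower in both, CKO lower with the Zeb2 vector higher, and sg-Zeb2 lower with sg-Tbx21 higher. Where leaving out 1 library changed an overlap call, shared genes ran from 0 to 38 and 0 to 6 for sg-Zeb2 and CKO (higher, lower), 0 to 139 and 0 to 40 for CKO and the vector (higher and lower, lower and higher), and 0 to 580 and 0 to 443 for CKO and tofacitinib (higher, lower). They ran from 16 to 47 and 3 to 34 for sg-Zeb2 and tofacitinib (higher, lower), 2 to 43 for sg-Zeb2 lower and ABC culture higher, and 2 to 7, 0 to 6 and 2 to 8 for sg-Zeb2 and sg-Tbx21 (higher, lower and higher, lower).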

Other observations

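Apart from the tests of genes that overlap Zeb2 and of cells of another type, the tests in this part were chosen after the results they examine had been seen. In the 3 Zeb2 experiments, 10 genes were higher with sg-Zeb2 and in CKO cells and lower with the Zeb2 vector, and 3 were the reverse; these genes were named after their values were seen, and no test of sharing across all 3 was run. Changes for sg-Zeb2, CKO and the vector were 2.16, 1.74 and -2.66 for Epcam, 1.17, 0.93 and -2.32 for Ms4a1 (CD20), 1.15, 0.57 and -1.53 for Lax1, an adaptor gene that limits antigen receptor signals, and 0.90, 0.68 and -1.73 for the kinase gene Ripk4. The others were Ccr6, Dkkl1, Ighg3, Pou2af1, Pou6f1 and B430306N03Rik. The 3 reverse genes were Ahnak (-0.77, -0.66 and 0.35), the galectin gene Lgals1 (-0.49, -0.57 and 0.90) and the nuclear lamin gene Lmna (-0.60, -0.60 and 0.38). Every CKO call among them ended when WT replicate 3 was left out. In the 6 fits of sg-Zeb2 that leave out 1 library, 4 of the 13 genes kept the call in each (Epcam, Ms4a1, Lax1 and B430306N03Rik), and Ighg3 and Pou6f1 lost it in all 6, Dkkl1 in 5 and Ccr6, Ripk4, Ahnak and Lmna in 4.

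Whether the 65 genes called in opposite directions with sg-Zeb2 and the Zeb2 vector respond to the Zeb2 dose stays open. Of 62 tested in the CKO experiment, 51 (82.3%) had the sg-Zeb2 sign there, called or not. Single WT libraries set against the other 2 had 43, 25 and 20 with that sign, so these genes shift together and a test that takes them as independent is not valid.

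Zeb2 mRNA was lower in ABC culture than in control culture. Swapped culture labels are argued against by the median change of 2.29 of the IFN-γ targets toward the culture that received IFN-γ. A scaling effect was not tested, since DESeq2 size factors moved nearly no gene. Assignment of its reads to 5 overlapping genes is argued against by their summed level, which changed by -0.03 CPM, from 0.34 to 0.31 CPM, while Zeb2 lost 77.5 CPM. A biological hypothesis is that JAK signalling from the added cytokines lowers Zeb2 mRNA, and Zeb2 was 1.94 higher with tofacitinib than with mock treatment, which is consistent with it. Neither the protein nor any direct effect on the gene was measured.

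Zeb2 counts were not higher with the Zeb2 vector. Absence of added Zeb2 stays open: 43 genes were higher with sg-Zeb2 and lower with the vector, but such genes shifted together among WT libraries. The vector transcript may not be counted at the Zeb2 gene. The upper 95% bound of 0.13 for the Zeb2 change cannot tell this from other causes without the reads. No biological explanation was tested.

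CKO replicate 3 stood apart, since 1702 genes were called without it and 126 with it, and its lower depth is argued against by 1698 and 116 with every library thinned to the lowest total. Cells of another type are argued against by 0 of 5 marker lists above 1.5 times the highest other library, with summed T cell markers at 95.4 CPM (87.1 to 99.7 in the others), NK 1.12 (2.12 to 5.89), myeloid 26.8 (20.5 to 25.9), dendritic 204 (157 to 327) and erythroid 0.900 (1.75 to 2.74). That it holds only WT cells is argued against by 3 of 6 genes fixed in advance and called without it, at which it lay past the WT range by more than that range (8.69% of all genes in a given direction, exact binomial p = 0.0107, genes not independent), with Itgax at 4.86 CPM (WT 11.9 to 14.9), Nkg7 at 79.9 (125 to 140) and Fcer2a at 4.11 (1.00 to 1.25), but this was the third rule tried: the first, most of the 6 genes past that range, left it open, and the second came out as WT cells would give, since the lowest of its fits alone against pairs of WT libraries (5 to 436 genes) was not above the highest of single WT libraries (1 to 267). That it holds WT cells beside CKO cells cannot be told apart from a smaller effect: over the 62 genes called in opposite directions with sg-Zeb2 and the vector, its median deviation from WT in the sg-Zeb2 direction was 0.19 (95% interval 0.08 to 0.36), with 0.43 and 0.27 in CKO replicates 1 and 2 and 0.16, -0.10 and -0.04 in the WT libraries, while its immunoglobulin share lay within the WT range. Incomplete deletion of Zeb2, a biological explanation, needs the reads over the deleted exon and was not tested.

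Other splits of the same 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split called 10692 genes for ABC culture, 140 for sg-Zeb2, 348 for sg-Tbx21, 1254 between the guides, 641 for the Zeb2 vector and 9114 for tofacitinib, and the highest of the others called 0, 46, 1, 391, 0 and 0. For CKO the real split called 126 and the highest other 187, so 2 of the 10 splits gave as many genes; the other one set WT replicate 1 with CKO replicates 1 and 2 against WT replicates 2 and 3 with CKO replicate 3, which points to a structure of these samples beyond the groups.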
